# Detection and validation of single feature polymorphisms in cowpea (*Vigna unguiculata *L. Walp) using a soybean genome array

**DOI:** 10.1186/1471-2164-9-107

**Published:** 2008-02-28

**Authors:** Sayan Das, Prasanna R Bhat, Chinta Sudhakar, Jeffrey D Ehlers, Steve Wanamaker, Philip A Roberts, Xinping Cui, Timothy J Close

## Abstract

**Background:**

Cowpea (*Vigna unguiculata *L. Walp) is an important food and fodder legume of the semiarid tropics and subtropics worldwide, especially in sub-Saharan Africa. High density genetic linkage maps are needed for marker assisted breeding but are not available for cowpea. A single feature polymorphism (SFP) is a microarray-based marker which can be used for high throughput genotyping and high density mapping.

**Results:**

Here we report detection and validation of SFPs in cowpea using a readily available soybean (*Glycine max) *genome array. Robustified projection pursuit (RPP) was used for statistical analysis using RNA as a surrogate for DNA. Using a 15% outlying score cut-off, 1058 potential SFPs were enumerated between two parents of a recombinant inbred line (RIL) population segregating for several important traits including drought tolerance, *Fusarium *and brown blotch resistance, grain size and photoperiod sensitivity. Sequencing of 25 putative polymorphism-containing amplicons yielded a SFP probe set validation rate of 68%.

**Conclusion:**

We conclude that the Affymetrix soybean genome array is a satisfactory platform for identification of some 1000's of SFPs for cowpea. This study provides an example of extension of genomic resources from a well supported species to an orphan crop. Presumably, other legume systems are similarly tractable to SFP marker development using existing legume array resources.

## Background

Cowpea (*Vigna unguiculata *L. Walp) is grown extensively as a food and fodder crop in West Africa, lower elevation areas of eastern and southern Africa, north-eastern Brazil, parts of the Middle East, India, and the south-eastern and south-western regions of North America [1]. Like common beans (*Phaseolus vulgaris *L.) which are combined with maize or other starchy staple crops in other parts of the world, dry grain cowpea is consumed with lower protein cereal and root/tuber staples to provide an adequate protein quantity and quality to hundreds of millions of rural and urban consumers in West Africa [2,3]. Cowpea forage is used for livestock and cowpea hay plays a critical role as fodder during the dry season in West Africa [4]. 'Longbean' or 'Asparagus bean' of cowpea cultivar group Sesquipedialis is considered one of the top-ten Asian vegetable crops and is grown on at least 400,000 hectares worldwide for production of fresh 'green' or 'snap' beans.

Cowpea (2n = 2x = 22) with genome size ~600 Mb belongs to the genus *Vigna *Savi. (subgenus *Vigna *sect. Catiang) in the Phaseoleae [5]. Genomic resources such as cDNA libraries, ESTs and BAC libraries have been meagre in cowpea [6] until very recently. High-resolution genetic maps provide breeders the ability to analyze the inheritance of genes of interest, monitor the transmission of specific genes or genomic regions from parents to progeny, and accelerate map-based cloning [7,8]. However, relatively few genetic resources are available to cowpea breeders, and molecular marker-based selection is only possible for a few traits [6,9-12]. Efforts made previously for linkage mapping in cowpea include 92 RFLP markers [13], 181 markers that are mostly RAPDs [14], and 242 markers that are mostly amplified fragment length polymorphisms (AFLP) together with 17 biological resistance traits and resistance gene analogs [9]. Currently available genetic maps for cowpea are of limited utility for breeders due to the lack of markers tightly linked to important traits such as root-knot nematode resistance [10].

Any marker system with increased throughput, decreased cost per data-point, and greater map resolution is highly desirable [7,15] for genetic mapping and marker assisted breeding. Oligonucleotide-based microarrays have been used in recent years to identify genetic polymorphisms [16]. Winzeler *et al*. [17] first reported the hybridization of labelled genomic DNA to oligonucleotide microarrays to identify sequence polymorphisms in haploid yeast. Borevitz *et al*. [18] coined the term "single feature polymorphism" and demonstrated that this approach can be applied to organisms with somewhat larger genomes, specifically *Arabidopsis thaliana *with a genome size of 140 Mb. Similarly, whole-genome DNA-based SFP detection has been accomplished in rice [19], which has a genome size of 440 Mb, though with a higher false discovery rate, as will be discussed later. For barley, which has a 5300 Mb genome composed of more than 90% repetitive DNA, Cui *et al*. [20] and Rostoks *et al*. [21] hybridized the Affymetrix Barley1 expression microarray with RNA-derived cRNA to reduce the target complexity, enabling detection of some thousands of SFPs. Array-based genotyping by hybridizing with cRNA instead of DNA was initially accomplished in yeast [22], and subsequently in *Arabidopsis *[23] following the work cited above in barley. SFPs have been used for genome-wide association mapping and linkage disequilibrium studies [24], and to estimate mutation and recombination parameters in populations [25]. Thus SFPs have become an attractive marker system for various applications including parental polymorphism discovery, which is the present subject of our work on cowpea.

Cowpea has been identified as an "orphan crop" recommended for increased support for biotechnology research [26]. There are many opportunities to apply knowledge from "model species" such as *Arabidopsis*, rice (*Oryza sativa*), and *Medicago truncatula *to crops like cowpea. Relatively large genetic gains can be expected from investments in applied plant breeding in cowpea [6].

SFP's based on expressed sequences are an efficient source of large number of genic markers in cowpea relative to moderate-throughput and usually non-genic marker systems such as RAPDs, AFLPs and SSRs. Here we show that the Affymetrix soybean genome array is a satisfactory system for SFP discovery in cowpea, which belongs to the same family as soybean. From this observation, we claim that SFPs can also be identified efficiently for other "orphan" legumes using existing genome arrays for soybean or *Medicago truncatula*.

## Results

### Cross species platform for array hybridization

When cowpea cRNAs were hybridized to the soybean genome array, the frequency of "present" calls ranged from 11 to 14.7% of all probe sets on the array (see Methods for the definition of "present" call). This is a frequency of 18 to 24.7% of probe sets specific to soybean (Table 1) since only 61% of the probe sets target soybean genes (see Methods).

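Cowpea RNA from CB46 and IT93K-503-1, in unstressed and in drought stressed plants, was hybridized to 8 soybean genome arrays, 2 for each genotype and treatment. CB46 and IT93K-503-1 are the parents of a RIL population. According to the Methods, the plants were grown at 35°C by day and 18°C by night, stress was imposed by withholding water after germination, and growing axillary buds were harvested 14 days after planting. The sample labels name young trifoliate leaves instead, so the tissue is not settled. The deposited values are the probe set signals of GCOS 1.2 on a linear intensity scale, which the authors scaled so that the mean signal of every array, without the lowest and highest 2%, is 500. Intensities of individual probes and detection calls are not among the deposited values. A signal was therefore taken as above background when it exceeded the 95th percentile of the 23350 probe sets for the pathogens *Phytophthora sojae* and *Heterodera glycines* on the same array. This background was 652 to 875 in intensity. Log2 signals, with values under 1 raised to 1, were compared by limma in a fit to all 8 arrays. The test covered the 11387 soybean probe sets above background on both arrays of at least 1 genotype and treatment. The number of arrays limits the precision, and p-values of tests between arrays measure only the spread between these samples. Tests across probe sets, such as those of the SFP lists and of the sequenced probe sets, do not measure that spread.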

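Photosynthesis genes had 18 of their 31 probe sets (58.1%) above background on all 8 arrays. Differences in this share between gene groups were not tested, and several probe sets can belong to 1 gene. The same held for 37.5% of 16 probe sets for translation genes, 34.4% of 32 for aquaporins and 27.8% of 36 for drought, osmolyte and ABA genes. None of 13 probe sets for nodule genes, 21 for seed storage proteins or 37 for jasmonate and storage genes was above background on all 8 arrays, against 12.1% of all 37593 soybean probe sets. These groups are lists of gene symbols written after the annotation of the probes had been read and before the signal of any gene was looked up, although the control probe sets had been seen. On single arrays, 24.4% to 29.1% of the soybean probe sets were above background, the lowest share on IT93K-503-1 stressed replicate 2 and the highest on IT93K-503-1 unstressed replicate 2. The mean share was 28.5% ± 0.556 (SD, n = 4) in unstressed plants and 26.4% ± 1.85 (SD, n = 4) in stressed plants, a difference of -2.05 percentage points (two-sided exact permutation test, p = 0.114). Without IT93K-503-1 stressed replicate 1 this difference was -2.83 percentage points (exact permutation p = 0.0286). Across the 8 arrays, the share above background rose with the paper's percent of soybean probe sets called present in Table 1, with Pearson's r = 0.945 (exact permutation p = 0.00139, adjusted p = 0.00278 over 2 relations) and Spearman's rho = 0.802 (exact permutation p = 0.0204, adjusted p = 0.0204). Without IT93K-503-1 stressed replicate 2 and CB46 stressed replicate 1, the arrays farthest from the median, r was 0.781 (n = 6, exact permutation p = 0.0778), so the relation no longer passed the test. With only 1 of these arrays left out, r was 0.915 and 0.932 (n = 7, exact permutation p = 0.00952 for each).

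**Figure D1:**
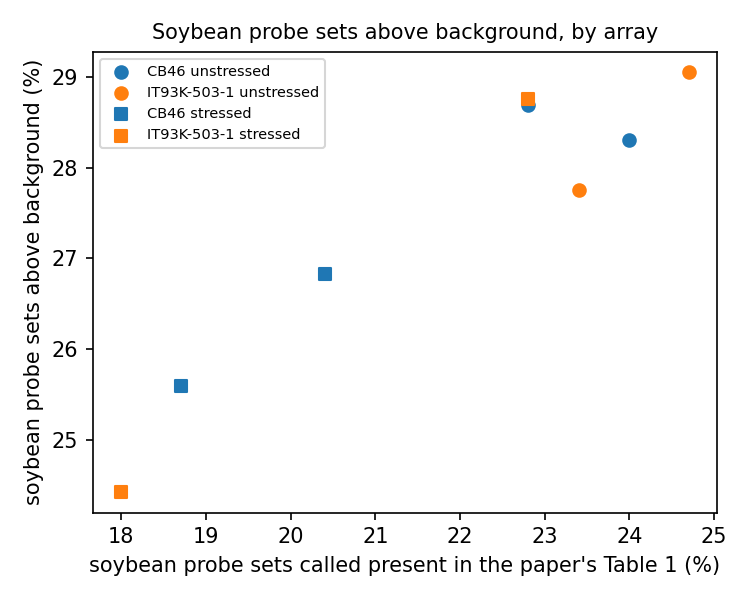
Percent of soybean probe sets above background (vertical axis) against the paper's percent of soybean probe sets called present in Table 1 (horizontal axis), with 1 point per array, circles for unstressed and squares for stressed plants. Both axes start above 0, and the arrays lie between 24.4% and 29.1% on the vertical axis, with IT93K-503-1 stressed replicate 2 lowest on both.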

**Table 1:** Percent present calls from cowpea transcript hybridization to soybean genome array.

Genotype	Treatment	Replicate	% Present call*	% Present call* *Glycine max*
CB46	unstressed	1	14.7	24
CB46	unstressed	2	13.9	22.8
CB46	stressed	1	11.5	18.7
CB46	stressed	2	12.5	20.4
IT93K-503-1	unstressed	1	14.3	23.4
IT93K-503-1	unstressed	2	15.2	24.7
IT93K-503-1	stressed	1	13.9	22.8
IT93K-503-1	stressed	2	11	18

		Range	11 – 14.7	18 – 24
		Mean	13.4	21.9

*See Methods for definition of "present call"

### SFP detection and validation

Robustified projection pursuit (RPP) [20] was used for SFP detection between two parental genotypes (CB46 and IT93K-503-1) of a RIL population segregating for several important agronomic traits. As stated in Methods, RPP provides a list of SFP probe sets and single probes positioned directly over genetic polymorphisms. Because the RPP method depends on the availability of "present" calls in both of the comparison genotypes, and because only about 20% of the probe sets are called "present" using cowpea RNA, only about 7,000 of the 37,500 soybean probe sets have the potential to detect SFPs in cowpea from typical cowpea RNA samples. 

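Genes of stress transcription factor families had 17 of 330 probe sets (5.15%) above background on all 8 arrays and 180 on none. The share above background on all 8 arrays was 6.25% of 64 probe sets for phenylpropanoid and isoflavonoid genes, 5.41% of 37 for seed maturation proteins, 15.9% of 69 for antioxidant genes, 20% of 45 for chaperones with heat shock factors, 23.8% of 21 for cell wall genes and 30% of 20 for reference genes, without a test of the differences between these groups. Over the whole array, 6908 soybean probe sets (18.4%) were above background on all 4 arrays of unstressed plants and 5448 (14.5%) on all 4 arrays of stressed plants, while 4541 were above background on all 8. In CB46 alone, 8351 probe sets were above background on both arrays of unstressed plants and 7062 on both of stressed plants. The corresponding counts in IT93K-503-1 were 8390 and 7129. With the 99th percentile of the pathogen probe sets as background, the counts over both genotypes were 5099 in unstressed and 3945 in stressed plants. From the share of probe sets called present and the need for a call in both genotypes, the paper reasons that SFPs in cowpea could be revealed by about 7000 soybean probe sets only. That figure rests on present calls and not on the background used here.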

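The early light-inducible protein gene ELIP had the highest outlying score in the paper's list, 23.3, among genes with a symbol other than a locus number in the annotation. Its signal in unstressed plants was 42703 ± 5762 (SD, n = 2) in CB46 and 86072 ± 19150 (SD, n = 2) in IT93K-503-1 (adjusted p = 0.757 from limma). In stressed plants it was 40301 ± 8854 (SD, n = 2) in CB46 and 72469 ± 26732 (SD, n = 2) in IT93K-503-1, a log2 difference of -0.81 (standard error 0.34, adjusted p = 0.480 from limma). Other symbols with a high score in the paper's list were GLYII-8 (18.2), HSP90A1 (16.4), PHR25 (11.8), BZIP101 (11.0) and MYB107 (10.7). The signal of HSP90A1 differed between the genotypes by 0.39 in unstressed and -0.20 in stressed plants on the log2 scale, less than between its replicates (39146 and 2327 in unstressed CB46). For the catalase gene CAT4, with a score of 3.75 in the paper's list, CB46 differed from IT93K-503-1 by -1.55 in unstressed and -1.17 in stressed plants. Photosynthesis genes accounted for 11 listed probe sets, including NDHK, PETC, CAB3 and RCA14, and stress transcription factors for 5. Among drought, osmolyte and ABA genes, 4 probe sets were listed, including both probe sets of MIPS (2.93 and 2.74) and 1 of ERD15 (4.23). These genes were chosen for their scores or their group after the list had been seen. Of the 989 listed probe sets, 295 have 1 gene symbol in the annotation (63 of them other than a locus number), 26 have several and 668 have none. A listed probe set carried 1 SFP probe in 920 cases and 2 in 69.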

Using a top 15% outlying score cut-off, we generated a list of 1058 putative SFP probes between genotypes CB46 and IT93K-503-1. A full list of these SFPs and their outlying scores is provided in Additional file 1. The question then was, "Do these statistically detected SFPs represent real genetic polymorphisms in cowpea?"

A schematic diagram of SFP detection and validation is given in Figure 1. Plots of the log intensities, affinity differences and individual outlying scores for a representative probe set (Gma.1863.1.S1_at) under both drought-stress and non-stress conditions are shown in Figure 2. The intensity differentiation is highest at probe 2 between CB46 and IT93K-503-1, indicating polymorphism at this probe position [20]. 

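The signal of the probe set in Figure 2, which has no gene symbol in the annotation, was 5298 ± 912 (SD, n = 4) in unstressed and 2437 ± 415 (SD, n = 4) in stressed plants. This is a log2 difference of -1.12 between stressed and unstressed plants (standard error 0.24, adjusted p = 0.00796 from limma). Between CB46 and IT93K-503-1 the whole probe set differed by -0.18 in unstressed plants (standard error 0.34, adjusted p = 0.999) and by 0.15 in stressed plants (standard error 0.34, adjusted p = 0.893), both from limma. In unstressed plants the signals were 4936 ± 162 (SD, n = 2) in CB46 and 5661 ± 1394 (SD, n = 2) in IT93K-503-1. The sign of either genotype difference changed when 1 array was left out. The probe set has outlying scores of 10.5 in the unstressed list and 8.92 in the stressed list of the paper. The deposited signals summarise each probe set, so intensities of probe 2 could not be compared.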

Probe 2 was selected as the best SFP probe by the RPP method based on having the highest outlying score.

**Figure 1:**
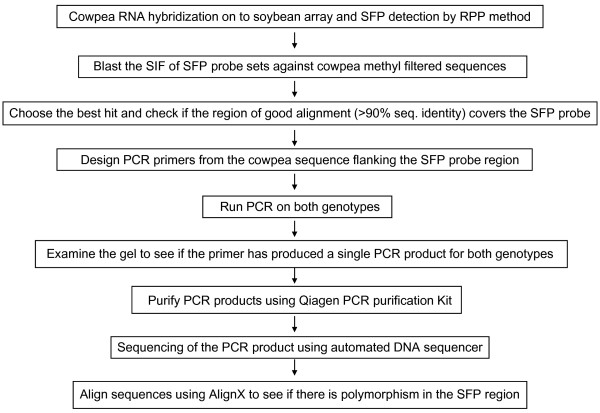
Schematic diagram of SFP validation protocol.

**Figure 2:**
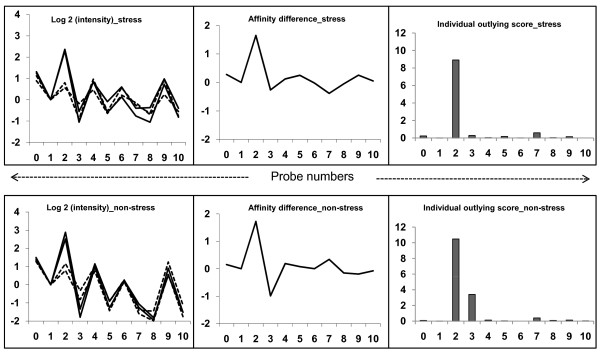
**Plots of signal intensities, affinity differences and individual outlying scores**. Left panels: log intensities (PM, perfect match) for a representative probe set (Gma.1863.1.S1_at) from two genotypes. Middle panels: the differences of average log intensities between two genotypes. Right panel: individual outlying scores for each probe. Dotted lines indicate IT93K-503-1 and solid lines indicate CB46. This SFP was identified both in stress (upper layer) and non-stress (lower layer) datasets.

### PCR and gel electrophoresis

A list of primers used and the expected and observed PCR amplicon sizes are provided in Table 2. PCR amplicon sizes ranged from 400 – 450 bp. A representative gel image of PCR amplification is shown in Figure 3. For the nine primer pairs (GS1 to GS9), the amplicon sizes were as predicted by Primer3 (see Methods), the primer designing software. For primer pair GS 10, non specific bands were detected in both genotypes. For this primer pair the 'T_m_' was increased during PCR but still no specific band of the predicted size was amplified. Primer pairs yielding such anomalies, or which yielded no amplicon from one or both cowpea genotypes (not shown), were not pursued with amplicon sequencing. For calculation of the validation rate, the numerator is the number of amplicons containing a polymorphism within the region spanned by a SFP probe, and the denominator is the number of amplicons from which sequences were generated.

**Figure 3:**
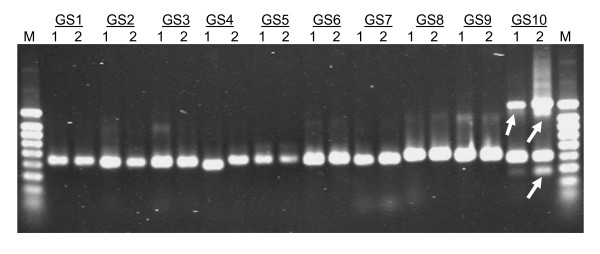
**A representative gel image of PCR amplification**. Aliquots of the PCR products of ten (GS1 to GS10) representative primer pairs were loaded and separated on a 1.2% agarose gel. 1, CB46; 2, IT93K-503-1; M, size marker. The arrows indicate non-specific amplification.

**Table 2:** Primer list and amplicon lengths for 17 validated SFP-containing amplicons.

**Affymetix probe set**	**Primer Name**	**Forward primer (5' – 3')**	**Reverse Primer (5 – 3')**	Predicted* amplicon size (bp)	**Observed^# ^amplicon size (bp)**
Gma.7528.1.S1_s_at	GS01	GTACCTTCCGGTGGATTCAA	TGGAATGATCACTTGGCAGA	435	439
GmaAffx.93250.1.S1_s_at	GS02	AATCCGTGTGCCAGGAATAG	ACCCAATCAGACCAATGGAG	416	420
Gma.1164.2.S1_at	GS03	GTCTTTTTGGCCTTGCATGT	TCTCAGCTTCTCCGTCCATT	422	424
Gma.1555.1.S1_a_at	GS04	AACAACAGAGTGAGCCAGCA	ACCAGGGTACCTCCCTTGAC	400	402
Gma.1863.1.S1_at	GS07	GCAGGAGTGCGTTTACCCTA	TGCTTTCACACCGCAAATTA	417	424
GmaAffx.86591.1.S1_at	GS08	TGGGAGCTGTGTCAACAGAA	GGCCTCTCAAACTGAACGTC	431	433
Gma.4431.1.S1_at	GS12	TAGCAGCCAGCCTGTGTATG	CGAAGGGTCCTAAACAACCA	447	449
Gma.8053.1.S1_at	GS16	ATCTGAGGCAGCAGCAAAAG	TGCCATGGCCACTTTAGATT	402	407
GmaAffx.62051.1.S1_at	GS21	GAAGCGTTGCATGCTTATCC	CATTCCAGTCACACCACCAG	429	432
GmaAffx.58155.1.S1_at	GS22	GTTAAACGCACCGATGGACT	ACACACTCGCCAAACAATGA	404	406
Gma.5674.1.S1_a_at	GS23	GCGGTGTTTCTTTCATGGTT	TCCCTCGTATATTCGGCATT	429	433
Gma.1449.1.S1_s_at	GS24	GCCTTTCTTCAGTGGATTGG	TGATTCACAACCCCATTTGA	442	444
Gma.13293.1.S1_at	GS27	TCTGCATTAAGCCACTGCAC	AATAGCAGCACCACGATTCC	442	441
GmaAffx.14067.1.S1_at	GS29	GGCATCCCTCTCAAGAATGT	GCAACAAAAATGGGGTGAGA	424	427
GmaAffx.69322.1.S1_at	GS31	AGTCTTATGTTGGCACAAAAACA	GCCAACTCTACCCACCAAGA	433	433
GmaAffx.28120.1.s1_at	GS36	CATCAGACACAGACGGCACT	TCACACCAATCTCCCAAACA	414	413
GmaAffx.70836.1.S1_at	GS37	CGTTCCAGTGGACATTATGC	AGATTCTTTTTGCCCAAGCA	441	431

*Predicted size indicates the PCR product size anticipated by the primer3 program.

^#^Observed size indicates size of amplicon sequences after assembling the bidirectional sequence reads.

### Alignment of amplicon sequences for SFP validation

To estimate the SFP validation rate we selected 25 putative SFP probe sets. 

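The sequenced probe set with the highest outlying score, 25.0 in the paper's unstressed list, had a mean signal of 1760 over the 8 arrays and was higher in CB46 than in IT93K-503-1 by 1.18 in unstressed and 0.73 in stressed plants on the log2 scale. In a sequenced probe set without a polymorphism, with a score of 3.20, the genotypes differed by -1.68 in unstressed and -1.70 in stressed plants. A probe set with a polymorphism had the lowest mean signal (1385) and was above background on 6 arrays, while that of ELIP, also with a polymorphism, had the highest (60386). Of the 25 sequenced probe sets, 21 were above background on all 8 arrays. The genotype difference had the same sign in both treatments for 10 of the 17 probe sets with a polymorphism and for 6 of the 8 without. The mean absolute log2 difference was 0.66 ± 0.48 (SD, n = 17) with a polymorphism and 0.86 ± 0.55 (SD, n = 8) without (two-sided permutation test, p = 0.366, adjusted p = 0.549 over 3 measures). The paper's outlying score, taken as the highest of each probe set, averaged 10.6 ± 6.52 (SD, n = 17) against 6.38 ± 3.63 (SD, n = 8). This difference did not pass the permutation test (p = 0.101, adjusted p = 0.303). With the lowest score of each probe set it was 3.04 and did not pass either (permutation p = 0.18). The difference between mean log2 signals of 12.26 and 12.65 did not pass the permutation test either (p = 0.558). At 25 probe sets, the 95% Wilson interval of the paper's share with a polymorphism is 48.4% to 82.8%.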

A total of 17 (68%) of these 25 SFP probe sets were validated by amplicon sequences. A representative alignment of genomic amplicon sequences with the target sequence of probe set Gma.1863.1.S1_at is shown in Figure 4. Probe position 2 spans a polymorphism (a SNP in this case), as predicted by the RPP method. Alignments of the 20 validated SFP probes from the 17 validated probe sets (three probe sets each contained two SFP probes) are shown in Figure 5. Among these 20 validated SFP probes, 15 SFP (75%) were positioned over a single SNP, 2 (10%) were positioned over only a single nucleotide insertion or deletion (INDEL), 1 (5%) spanned one SNP and one single nucleotide INDEL, 1 (5%) spanned two SNPs, and 1 (5%) spanned two SNPs and a dinucleotide INDEL.

**Figure 4:**
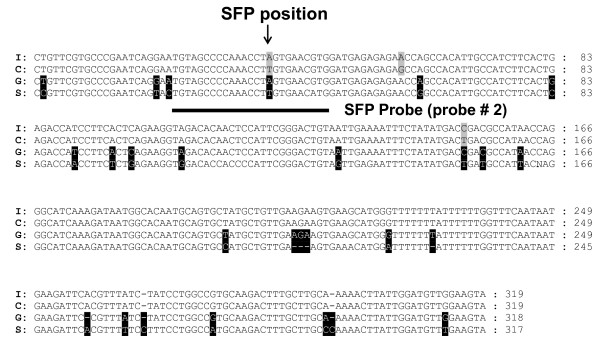
**Alignment of cowpea amplicon sequences related to a probe set (Gma.1863.1.S1_at) and its target sequence from the soybean SIF**. Polymorphic residues between CB46 and IT93K-503-1 are highlighted in grey, polymorphic residues between cowpea methyl filtered sequence and soybean SIF are in black. The position of SFP probe number 2 detected by the RPP method is underlined. Arrows indicate SNPs. I, IT93K-503-1; C, CB46; G, cowpea methyl filtered sequence; S, target sequence from soybean SIF.

**Figure 5:**
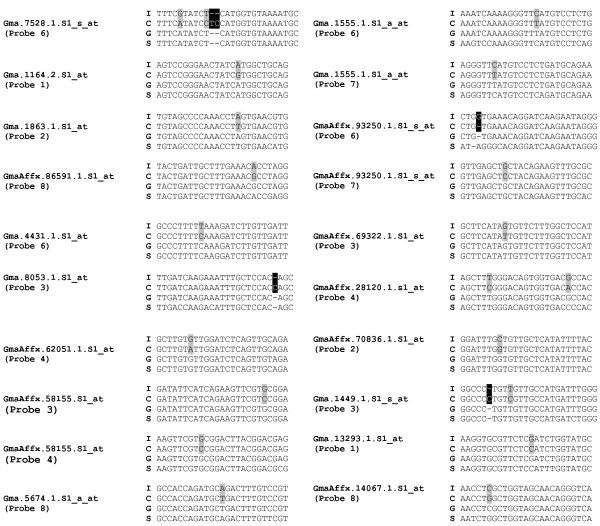
**Alignments of validated SFPs**. Grey background indicates SNP and black background indicates INDEL. I, IT-93K-503-1; C, CB46; G, methyl filtered cowpea sequence; S, target sequence from soybean SIF. The target SFP probe number is given in parenthesis.

## Discussion

### Array-based genotyping

The availability of arrays designed to measure gene expression for a wide range of species has spawned considerable interest in identifying single feature polymorphisms (SFPs) from DNA hybridization and transcriptome data [27]. SFPs derived from transcript sequences provide a link to structural genes and are particularly attractive for species which lack sequence resources for marker development. The RPP method [20] is distinct from several commonly used statistical approaches to SFP identification [27] in that the RPP method does not accept expression level polymorphisms, which may be attributed to linked cis-acting regulatory regions or to unlinked trans-acting factors. Instead, RPP limits its SFP calls to those that are most likely to be positioned over a genetic polymorphism. This maximizes the relationship between the probe set functional annotation and the gene containing the detected polymorphism, which consequently maximizes the potential for cross-species synteny mapping using SFPs. 

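LOC100499843 was higher in unstressed CB46, at 64504 ± 11995 (SD, n = 2), than in IT93K-503-1, at 9063 ± 1812 (SD, n = 2), a log2 difference of 2.83 (standard error 0.35, adjusted p = 0.0458 from limma). LOC100785706 was lower in unstressed CB46, at 2794 ± 448 (SD, n = 2), than in IT93K-503-1, at 31004 ± 14776 (SD, n = 2), a log2 difference of -3.39 (standard error 0.41, adjusted p = 0.0458 from limma). In unstressed plants, 1 probe set was higher and 4 were lower in CB46 at an adjusted p under 0.05 from limma, with 639 at an unadjusted p under 0.05. In stressed plants limma called 0, with 1119 at an unadjusted p under 0.05, and over both treatments it called 2 higher and 1 lower (1 to 3 calls with 1 array left out). These counts depend on single arrays and on the test. In unstressed plants, limma's empirical Bayes without a trend called 0, with 646 at an unadjusted p under 0.05, and replicate number as a block left 1 lower call. Neither LOC100499843 nor LOC100785706 was called by limma in these fits. In stressed plants, 24 probe sets were called by limma without a trend and 10 without a filter. Leaving out 1 array left 0 to 2 calls in unstressed plants, and in stressed plants 112 without CB46 stressed replicate 2, 5 without CB46 stressed replicate 1, 6 without IT93K-503-1 stressed replicate 1 and 1 without IT93K-503-1 stressed replicate 2. None of the 20 tested probe sets, for 13 photosynthesis genes, was called in unstressed plants, also when adjusted over the list alone. Their median log2 difference of -0.63 set them apart from the other probe sets by limma's camera (adjusted p = 1.18e-07, and adjusted p = 0.204 with an estimated correlation). In stressed plants the median of this list was 0.28 (adjusted p = 0.636). Over both treatments, photosynthesis genes (median -0.22) and aquaporins (median 0.30) passed the same test (adjusted p = 0.0295 for each, and adjusted p = 0.737 with an estimated correlation).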

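The SFP probe sets as a group differed more between CB46 and IT93K-503-1, in the signal of the whole probe set, than other probe sets of like signal. In unstressed plants, 634 of the 658 listed probe sets were above background on all 4 arrays, and their median absolute log2 difference was 0.58, against a median of 0.25 over 10000 random lists (permutation of list membership, p = 1e-04, the smallest these lists can give). In stressed plants it was 0.56 for 460 of 478 probe sets against 0.32 (p = 1e-04 by the same permutation, again the smallest possible). Of the listed probe sets, 22.1% in unstressed and 20.0% in stressed plants differed by more than 1 on the log2 scale, against 2.39% and 4.10% of the 5988 and 4612 other probe sets above background, which for these shares were not matched in signal. CB46 had the lower signal in 67.8% of the unstressed and 54.3% of the stressed probe sets, against 43.9% and 36.7% in the random lists, a comparison made after the values had been seen. The sign of the difference was not stable between treatments. Among probe sets above background on all 8 arrays, 48.6% of 370 only in the unstressed list kept it on the stressed arrays (random median 58.1%). Of 278 only in the stressed list, 64.4% kept it on the unstressed arrays (random median 58.3%). Random lists had the same size, were matched in 20 bins of mean signal and held no SFP probe set. The study chose the SFP list on these samples, so the comparison is not independent evidence. Across probe sets, which are not independent replicates, the paper's outlying score did not follow the absolute genotype difference (Spearman's rho = -0.0348 in unstressed and 0.0443 in stressed plants) or the mean signal (rho = 0.0143 and -0.0175), with an adjusted p of 0.714 for all 4 relations.

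**Figure D2:**
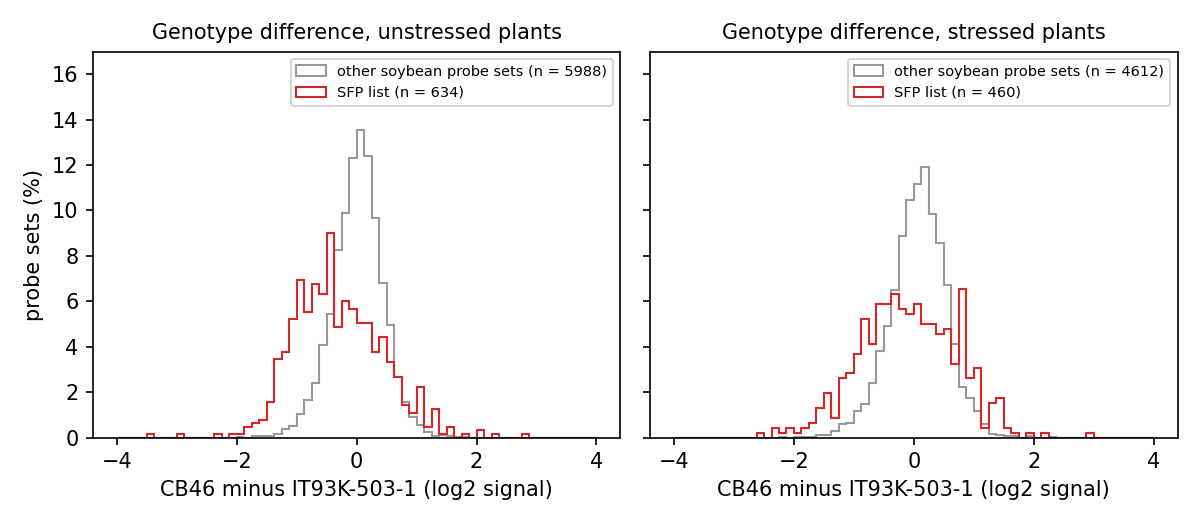
Distribution of the log2 signal difference, CB46 minus IT93K-503-1 (horizontal axis), as percent of probe sets (vertical axis), for SFP probe sets in red and other soybean probe sets in grey, in unstressed and stressed plants. The SFP probe sets spread more widely, with a median absolute difference of 0.58 in unstressed and 0.56 in stressed plants.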

A simplification of the RPP method has been used for 16,000 Mb hexaploid wheat to map markers termed "high variance probe sets" to delimit the positions of translocation breakpoints using wheat-rice synteny [28]. Here we report cross species application of the Affymetrix soybean genome array by RPP for polymorphism identification in parents of a cowpea recombinant inbred line mapping population.

The false positive rate in SFP detection is an important consideration for application of SFPs to genetic mapping. The false positive rate is essentially the percentage of statistically defined SFPs that are not valid at the DNA sequence level. Ideally, the false positive rate would be 100% minus the validation rate from amplicon sequencing. However, for cowpea and other species which lack complete genome sequence information, incomplete knowledge of genes, and gene families in particular, limits the validation rate to a theoretical maximum less than 100%. This is because PCR primers for amplicon production must be designed only from known sequences and therefore cannot always target the same gene detected by a SFP probe. Amplification of the wrong member of a gene family bearing no polymorphism can result in a false non-validation of a SFP (false negative). We had access to sequences of less than 70% of all cowpea expressed genes, and therefore also to less than 70% of the members of any given multigene family. This absence of sequence information would tend to cause an overestimation of the false positive rate. However, the selection of SFP probe sets for validation was somewhat skewed toward SFPs with higher outlying scores, which may cause an overestimation of the validation rate. Therefore, the estimated 68% validation rate and inferred 32% false positive are only rough estimates. 

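Each probe set was given its highest outlying score over its probes and both of the paper's lists. For the 25 sequenced probe sets these scores ran from 2.01 to 25.0, with a mean of 9.25 ± 6.02 (SD, n = 25). The other 964 SFP probe sets had a mean of 4.17 ± 4.00 (SD, n = 964). This difference of 5.08 passed a two-sided permutation test (p = 2e-05, adjusted p = 4e-05 over 2 measures). A maximum favours probe sets in both lists, which are 17 of the 25 sequenced and 147 of all 989. With the lowest score of each probe set the difference was 2.99 (permutation p = 0.00068). The median score of the sequenced probe sets was 7.87, and 89.3% of the other SFP probe sets had a lower score, with a median of 2.85. The mean log2 signal was 12.38 ± 1.49 (SD, n = 25) for the sequenced probe sets and 12.06 ± 1.63 (SD, n = 964) for the others, a difference that did not pass the permutation test (p = 0.327).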

We have observed that at least 50% of the non-validated cowpea SFPs are in genes that are multi-gene family members. An extreme case of multigene families comes from a study of *Medicago truncatula *nodules, which revealed the *NCR *(nodule-specific cysteine rich) gene family with more than 300 members [29].

A false positive rate of about 5% in SFP detection was reported in yeast [17] and 3% in *Arabidopsis *[18] using genomic DNA. In contrast, approximately a 25% false positive rate was reported in 440 Mb rice using genomic DNA [19], and 10–20% in 5300 Mb barley using RNA-based datasets and RPP [20].

### Cross-species platform for orphan crops/organisms

Recently a number of interspecies comparisons of gene expression have been carried out including human versus monkeys [30,31], between rodents [32], human versus mouse [33], within *Xenopus *[34] and within *Drosophila *[35]. Cross-species analysis of gene expression in non-model mammals was reported by Nieto-Díaz *et al*. [36]. The reproducibility of probe data obtained from hybridizing deer, Old-World primates, and human RNA samples to the Affymetrix human GeneChip^® ^U133 Plus 2.0 was compared. Cross-species hybridization affected neither the distribution of the hybridization reproducibility among different categories nor the reproducibility values of the individual probes. Studies such as these encouraged us to extend the cross-species concept to SFP detection for cowpea using the readily available Affymetrix soybean genome array.

In the SFP validation process we identified polymorphic sites including SNPs and INDELs in sequences neighbouring the SFP probe positions. Such polymorphisms, which generally represent haplotypes, also can be used for mapping and therefore are useful by-products of genomic amplicon sequencing for SFP validation. As shown in Figure 6, there are even instances of amplicon sequence polymorphisms when no polymorphism is detected in an SFP position. In general cowpea seems to have abundant genetic polymorphism.

**Figure 6:**
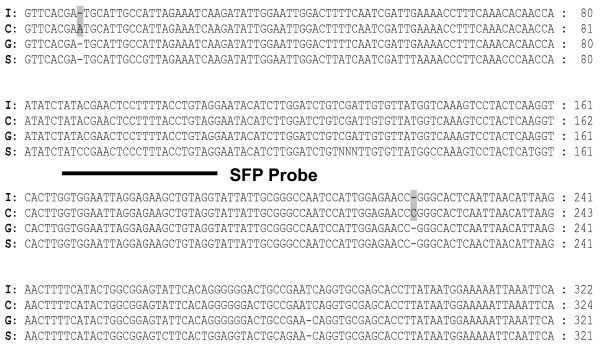
**Useful byproducts of genomic amplicon sequencing**. Residues highlighted in grey indicate polymorphism between two cowpea genotypes though no polymorphism was detected in the SFP probe region detected by RPP (underlined). I, IT93K-503-1; C, CB46; G, cowpea methyl filtered sequence; S, target sequence from soybean SIF.

### Cost of array-based genotyping

The costs of marker development and application are important to consider. At our cost of $600 per soybean genome array for purchase, labelling, hybridization and data collection, the array-related costs of genotyping 100 RILs from two cowpea genotypes using one array per RIL would be $60,000 USD. If this would yield 1000 mapped SFP markers, then this would amount to $60 USD per mapped marker. Depending on the circumstances, this may or may not be attractive relative to other marker options, and array costs may vary at different locations. Nevertheless, $60 USD per mapped SFP in a 100-RIL population may be useful as an approximate point of reference. Alternatively, using RPP one could readily generate a short list of SFP-bearing probe sets using datasets derived just from parental genotypes and then develop smaller, less expensive arrays containing only the probe sets that contain SFPs, reducing the cost per mapped SFP accordingly.

Another possible application of cross-species SFP analysis would be simply to compare any two genotypes within a species in order to focus amplicon sequence-based marker development on a set of target sequences that have a high chance of revealing a polymorphism. A modest expenditure to produce two datasets from each genotype of interest could provide a sizeable cost savings in materials and labour by increasing the success rate of amplicon sequencing in search of polymorphisms.

## Conclusion

We conclude that the Affymetrix soybean genome array is a satisfactory platform for identification of SFPs in cowpea. This study demonstrated an efficient way to generate genetic SFP markers for orphan crops by using the two parents of a RIL population segregating for several important agronomic traits. SFPs between these two genotypes can be used for high density mapping and those which are tightly linked to phenotypes such as drought or insect tolerance could be used for marker-assisted breeding.

## Methods

### Plant materials

The genotypes used in this study were California Blackeye No. 46 (CB46) and IT93K-503-1. CB46 was developed at the University of California, Davis, released in 1989 [37] and is currently the most widely grown blackeye-type cowpea cultivar in the United States. IT93K-503-1 is a breeding line developed by the International Institute of Tropical Agriculture (IITA) in Ibadan, Nigeria to produce high grain yield in the savanna agro-ecological zone of West Africa. The parental genotypes are inbred pure lines and differ in a number of important agronomic traits including grain size, photoperiod sensitivity, seedling drought tolerance, and resistance to *Fusarium *wilt race 4 and brown blotch fungal diseases. In order to determine the inheritance of these traits and to develop nearby markers, a RIL population with 135 lines was created.

### Soybean genome array

Phylogenetic relationships based on the conserved sequences within Papilionoideae legumes imply that *Vigna *(cowpea) is closely related to soybean [38]. Since a cowpea genome array was not available, a soybean genome array was used to identify SFPs in cowpea. The soybean genome array contains 37,500 probe sets derived from soybean (*Glycine max *L.) unigenes. This represents 61% of the total probe sets on the chip, with the remainder targeting two pathogens important for soybean research, of which 15,800 (26%) probe sets target *Phytophthora sojae *(a water mold) and 7,500 (12%) probe sets target *Heterodera glycines *(soybean cyst nematode). This array uses probe sets composed of 11 probe pairs to measure the expression of each gene. 

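In the deposited table, 37593 probe sets (61.5%) carry the name prefixes for soybean, 14928 as Gma and 22665 as GmaAffx. *Phytophthora sojae* accounts for 15820 (25.9%) and *Heterodera glycines* for 7530 (12.3%). A further 92 probe sets target rRNA and 135 are controls. Of the soybean probe sets, 8677 have 1 gene symbol in the annotation, which is a locus number in 7001 of them, 370 have several symbols and 28546 have none.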

Each probe pair consists of a perfect match (PM) probe and a mismatch probe.

### RNA purification

Seeds were germinated in two sets of pots and grown in controlled glasshouse conditions during spring 2005 under natural photoperiod. The temperature was maintained at day/night cycle of 35/18°C. The growing axillary buds were harvested 14 days after planting (DAP) from one set of pots to provide tissues for control samples (flash frozen and stored at -80°C). Plants in the second set of pots were exposed to drought stress induced by withholding water after germination. The growing axillary buds were harvested from drought stressed seedlings at 14 DAP (flash frozen and stored at -80°C). With two genotypes, two treatments and two replicates, there were a total of 8 samples. Total RNA was isolated using TRIzol (Gibco BRL Life Technologies, Rockville, MD) reagent. RNA was further purified using an RNeasy spin column (Qiagen, Chatsworth, CA) and an on-column DNase treatment. RNA integrity was assessed prior to target preparation using RNA Lab-On-A-Chip (Caliper Technologies Corp., Mountain View, CA) evaluated on an Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA).

### Labelling and hybridization of cowpea RNA on soybean genome array

Cowpea RNA samples were used to make biotin tagged cRNAs. These were hybridized to an Affymetrix soybean genome array as recommended by Affymetrix (Affymetrix GeneChip Expression Analysis Technical Manual; Affymetrix Inc., Santa Clara, CA) at the Institute for Integrative Genome Biology Microarray Facility at the University of California, Riverside. The hybridization data were scanned for visible defects and then extracted using default settings and tabulated as CEL files using Affymetrix GeneChip Operating Software (GCOS 1.2). A global scaling factor of 500, a normalization value of 1, and default parameter settings were used for the soybean genome array. The detection calls (present, absent, or marginal) for the probe sets were made by GCOS as follows (abridged from the Affymetrix GeneChip Expression Analysis Technical Manual; Affymetrix Inc., Santa Clara, CA). The detection algorithm uses probe pair intensities to generate a detection *p*-value and assign a "present", "marginal", or "absent" call. Each probe pair in a probe set has a potential vote in determining whether the measured transcript is or is not "present". The vote is described by the discrimination score (R). R is calculated for each probe pair and compared to a predefined threshold, Tau. Probe pairs with R higher than Tau vote "present" and the voting result is summarized as a *p*-value. The greater the number of discrimination scores (R) that are above Tau, the smaller the p-value and the more likely the given transcript is truly present in the sample.

### Method for identifying SFPs

Expression data were generated by hybridizing cowpea cRNA to the soybean genome array. A statistical method called robustified projection pursuit (RPP) was used for SFP analysis [20]. Only the values from the PM probes were utilized. The use of RNA as a surrogate for genomic DNA eliminated interference from highly repetitive DNA as a technical impediment to SFP detection. An important aspect of the RPP method is that it first utilizes a probe set level analysis to identify SFP-containing probe sets and then chooses individual probes from within each SFP-containing probe set. The net result is the identification of probes that directly overlay polymorphic sequences.

Separate comparisons were made between two genotypes (with two replicates each) for unstressed and drought stressed treatments, resulting in two SFP lists. In the context of SFPs, there is no necessity to have separate stress and control lists; in fact it would be simpler and less costly to have only one SFP list from highly complex RNA made by blending stressed and unstressed RNA, as in Cui *et al*. [20]. In our case, two separate lists were available as a consequence of another study not described here which compared gene expression patterns in stressed and control plants (data not shown). 

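In Additional file 1, 487 probes carry an outlying score for stressed and 662 for unstressed plants. These probes belong to 478 probe sets in stressed and 658 in unstressed plants. Together the lists name 989 probe sets, or 2.63% of the soybean probe sets on the array. The median of the paper's outlying score was 2.67 in the stressed list, with a range of -0.320 to 21.2, and 3.19 in the unstressed list, with a range of 0.332 to 35.2. MIPS, ERD15 and EF1BGAMMA4 are among the genes listed for unstressed plants only. NAC27, NDHK and NHX1 are listed for stressed plants only.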

At 15% outlying score cut-off, we detected 488 SFP probes in stressed and 661 SFP probes in unstressed treatments. 

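ELIP, HSP90A1, MYB107, CAB3 and CAT4 are among the genes whose probe sets stand in both lists of Additional file 1. Of 147 probe sets in both lists, 89 share an SFP probe and 58 are listed by different probes. Among the 4541 soybean probe sets above background on all 8 arrays, 422 were in the stressed list, 514 in the unstressed list and 144 in both, against 47.8 for independent lists (3.01-fold, Fisher's exact test across probe sets, p = 2.86e-40). The scores of the 91 shared probes were correlated between the lists (Spearman's rho = 0.715 across probes, which are not independent replicates). The paper's method depends on present calls in both genotypes, so the signal in a treatment partly decides which probe sets enter its list, and a difference in signal between the lists is no independent finding. Stressed against unstressed plants, the median log2 difference was -0.49 for the 511 probe sets found only in the unstressed list, 0.16 for the 331 found only in the stressed list and -0.17 for those in both, against -0.07 for all 4541 soybean probe sets above background on all 8 arrays.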

The union of these two lists contained 1058 SFP probes and the intersection contained 91. A total of 37 primer pairs targeting 37 putative SFP probe sets were initially tested, of which 25 yielded single amplicons of the expected sizes from both parents. These 25 amplicons targeted 14 probe sets selected from the intersection of the two SFP probe set lists and 11 from the remaining SFP probe sets. 

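By probe set, 17 of the 25 sequenced probe sets stand in both lists of Additional file 1 and 8 in 1 list. The paper marks a polymorphism in 12 of the 17 (70.6%) and in 5 of the 8 (62.5%), a difference that did not pass a two-sided Fisher's exact test (p = 1.0). When a probe set counts as in both lists only if the sequenced probe itself is in both, a definition chosen after the counts by probe set had been seen, a polymorphism is marked in 10 of 11 (90.9%) in both lists and in 7 of 14 (50.0%) in 1 list (Fisher's exact test, p = 0.0421). ELIP and the probe set of Figure 2 are in both lists with a polymorphism.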

As shown in Additional file 1, 9 of the 14 SFP probe sets (64%) from the intersection list were validated at the DNA sequence level and 8 of the other 11 (73%) were validated.

### Genomic DNA isolation

Young leaves from one-week-old cowpea seedlings were ground with liquid nitrogen. Approximately ~0.1 g of ground tissue was used for genomic DNA isolation using a DNeasy Plant Mini Kit (Qiagen, USA) according to the manufacturer's recommendations. Eluted genomic DNA was examined by UV absorbance and with 1.0% agarose gel electrophoresis for quality and quantity evaluation.

### Primer design and PCR

The soybean genome array unigene sequences were used to query (using blastx) *Arabidopsis *translated gene models (version 7.0) from The *Arabidopsis *Information Resource (TAIR). Annotations for the Affymetrix soybean probe sets were compiled into a browser called HarvEST:SoyChip which can be accessed online or downloaded for Windows installation [39]. Cowpea ESTs available from GenBank were assembled using the CAP3 program [40] and compiled into a browser called HarvEST:Cowpea which can be accessed online or downloaded for Windows installation [41]. Cowpea methyl-filtered sequences were obtained from Dr. Michael Timko, Department of Biology, University of Virginia [42]. The soybean unigenes corresponding to each SFP probe set were used to query cowpea unigenes in HarvEST:Cowpea and cowpea methyl-filtered sequences. The cowpea sequences corresponding to SFPs were then used for PCR primer design in the flanking regions of SFP position. Primers were designed using Primer3 web version software [43]. The strategy used for primer design is illustrated in Additional file 2. All primer pairs were designed with T_m_~55°C.

PCR was performed in 20 μl reactions containing 20~25 ng of genomic DNA, 0.1 μM of primers, 0.2 mM dNTPs, and 1 unit of *Taq *DNA polymerase (New England Biolabs, USA). The reaction included an initial 5 min denaturation at 95°C, followed by 35 cycles of PCR (94°C, 30 sec; 55°C, 45 sec; 72°C, 1 min), and a final 5 min extension at 72°C. Aliquots (4 μl) of the PCR products were loaded and separated on 1.2% agarose gel by electrophoresis. A higher T_m _was used when non-specific bands were amplified. PCR products were purified using QIAquick PCR purification Kit (Qiagen, USA) after confirming their uniformity on agarose gels.

### DNA sequencing and analysis

DNA sequencing was performed using the dideoxynucleotide chain termination method [44]. Both strands of the amplified PCR products were sequenced with an ABI-PRISM 3730xl Autosequencer (Aplied Biosystems, USA) at the Core Instrumentation Facility of the UC Riverside Institute for Integrative Genome Biology. The forward and reverse sequence reads for each genotype for a particular primer pair were assembled using Contig Express (Invitrogen, USA) and the consensus sequence was used for alignment. These sequences were then compared with each soybean Sequence Information File (SIF, the target sequence which extends from the 5' end of the 5'-most probe to the 3' end of the 3'-most probe) and cowpea sequence using AlignX (Invitrogen, USA). Comparisons of nucleotide sequence similarity were displayed using GeneDoc [45]. Cowpea genomic amplicon sequences have been deposited into the dbGSS Data Library [GenBank: ET041523 to ET041556].

### Data Availability

All expression data are available through the Gene Expression Omnibus (GEO) under platform GPL 4592, Series GSE 10284.

## Authors' contributions

TJC and PAR designed the experiment. SD, PRB and CS performed the research. XC provided the statistical analysis. SW produced HarvEST:Cowpea and HarvEST:SoyChip including blastx and annotation of SFP probe sets. JDE provided the plant materials. PRB, SD and TJC wrote the paper. All co-authors provided inputs to improve the manuscript.

## Supplementary Material

Additional file 1 A full list of SFPs and their outlying scores. Click here for file

Additional file 2 **Strategy for primer design**. F is forward primer, R is reverse primer and solid line indicates SFP probe position. Click here for file

## References

[B1] Ehlers JD, Hall AE (1997). Cowpea (*Vigna unguiculata *L. Walp.). Field Crops Research.

[B2] Langyintuo AS, Lowenberg-DeBoer J, Faye M, Lambert D, Ibro G, Moussa B, Kergna A, Kushwaha S, Musa S, Ntoukam G (2003). Cowpea supply and demand in West Africa. Field Crops Research.

[B3] Bressani R, Singh SR, Rachie, KO (1985). Nutritive value of cowpea. Cowpea research, production, and utilization.

[B4] Tarawali SA, Singh BB, Gupta SC, Tabo R, Harris F, Nokoe S, Ferna'ndez-Rivera S, Bationo A, Manyong VM, Makinde K, Odion EC, Fatokun CA, Tarawali S, Singh BB, Kormawa PM, Tamo M (2002). Cowpea as a key factor for a new approach to integrated crop-livestock systems research in the dry savannas of West Africa. Challenges and opportunities for enhancing sustainable cowpea production.

[B5] Maréchal R, Macherpa JM, Stainer F (1978). Etude taxonomique d'un groupe complexe d'espèces de genres Phaseolus et *Vigna *(Papillionaceae) sur la base des données morphologiques et polliniques, traitées par l'analyse informatique. Boissiera.

[B6] Timko MP, Ehlers JD, Roberts PA, Kole C (2007). Cowpea. Genome Mapping and Molecular Breeding in Plants.

[B7] Kumar LS (1999). DNA markers in plant improvement: An overview. Biotechnology Advances.

[B8] Simpson J, Paredes-Lopez O (1999). Molecular markers for crop improvement. Molecular biotechnology for plant food production.

[B9] Ouédraogo JT, Maheshwari V, Berner DK, St-Pierre CA, Belzile F, Timko MP (2001). Identification of AFLP markers linked to resistance of cowpea (*Vigna unguiculata *L.) to parasitism by *Striga gesnerioides*. Theoretical and Applied Genetics.

[B10] Ouédraogo JT, Gowda BS, Jean M, Close TJ, Ehlers JD, Hall AE, Gillespie AG, Roberts PA, Ismail AM, Bruening G, Gepts P, Timko MP, Belzile FJ (2002). An improved genetic linkage map for cowpea (*Vigna unguiculata *L.) combining AFLP, RFLP, RAPD, biochemical markers and biological resistance traits. Genome.

[B11] Ouédraogo JT, Tignegre JB, Timko MP, Belzile FJ (2002). AFLP markers linked to resistance against *Striga gesnerioides *race 1 in cowpea (*Vigna unguiculata*). Genome.

[B12] Bukar O, Kong L, Singh BB, Murdock L, Ohm HW (2004). AFLP and AFLP-derived SCAR markers associated with *Striga gesnerioides *resistance in cowpea. Crop Science.

[B13] Fatokun CA, Young ND, Myers GO, Singh BB, Mohan Raj DR, Dashiell KE, Jackai LEN (1997). Molecular markers and genome mapping in cowpea. Advances in cowpea research.

[B14] Menéndez CM, Hall AE, Gepts P (1997). A genetic linkage map of cowpea (*Vigna unguiculata*) developed from a cross between two inbred, domesticated lines. Theoretical and Applied Genetics.

[B15] Gupta PK, Rustgi S (2004). Molecular markers from the transcribed/expressed region of the genome in higher plants. Functional and Integrative Genomics.

[B16] Hazen SP, Kay SA (2003). Gene arrays are not just for measuring gene expression. Trends in Plant Science.

[B17] Winzeler EA, Richards DR, Conway AR, Goldstein AL, Kalman S, McCullough MJ, McCusker JH, Stevens DA, Wodicka L, Lockhart DJ (1998). Direct allelic variation scanning of the yeast genome. Science.

[B18] Borevitz JO, Liang D, Plouffe D, Chang HS, Zhu T, Weigel D, Berry CC, Winzeler E, Chory J (2003). Large-scale identification of single-feature polymorphisms in complex genomes. Genome Research.

[B19] Kumar R, Qiu J, Joshi T, Valliyodan B, Xu D, Nguyen HT (2007). Single feature polymorphism discovery in rice. PLoS One.

[B20] Cui XP, Xu J, Asghar R, Condamine P, Svensson JT, Wanamaker S, Stein N, Roose M, Close TJ (2005). Detecting single-feature polymorphisms using oligonucleotide arrays and robustified projection pursuit. Bioinformatics.

[B21] Rostoks N, Borevitz JO, Hedley PE, Russell J, Mudie S, Morris J, Cardle L, Marshall DF, Waugh R (2005). Single-feature polymorphism discovery in the barley transcriptome. Genome Biology.

[B22] Ronald J, Akey JM, Whittle J, Smith EN, Yvert G, Kruglyak L (2005). Simultaneous genotyping, gene-expression measurement, and detection of allele-specific expression with oligonucleotide arrays. Genome Research.

[B23] West MAL, van Leeuwen H, Kozik A, Kliebenstein DJ, Doerge RW, St Clair DA, Michelmore RW (2006). High-density haplotyping with microarray-based expression and single feature polymorphism markers in Arabidopsis. Genome Research.

[B24] Kim S, Zhao KY, Jiang R, Molitor J, Borevitz JO, Nordborg M, Maijoram P (2006). Association mapping with single-feature polymorphisms. Genetics.

[B25] Jiang R, Marjoram P, Borevitz JO, Tavare S (2006). Inferring population parameters from single-feature polymorphism data. Genetics.

[B26] Naylor RL, Falcon WP, Goodman RM, Jahn MM, Sengooba T, Tefera H, Nelson RJ (2004). Biotechnology in the developing world: a case for increased investments in orphan crops. Food Policy.

[B27] Luo ZW, Potokina E, Druka A, Wise RP, Waugh R, Kearsey MJ (2007). SFP genotyping from Affymetrix arrays is robust but largely detects cis acting expression regulators. Genetics.

[B28] Bhat PR, Lukaszewski A, Cui XP, Xu J, Svensson JT, Wanamaker S, Waines JG, Close TJ (2007). Mapping translocation breakpoints using a wheat microarray. Nucleic Acids Research.

[B29] Mergaert P, Nikovics K, Kelemen Z, Maunoury N, Vaubert D, Kondorosi A, Kondorosi E (2003). A novel family in Medicago truncatula consisting of more than 300 nodule-specific genes coding for small, secreted polypeptides with conserved cysteine motifs. Plant Physiology.

[B30] Gilad Y, Rifkin SA, Bertone P, Gerstein M, White KP (2005). Multi-species microarrays reveal the effect of sequence divergence on gene expression profiles. Genome Research.

[B31] Gilad Y, Oshlack A, Smyth GK, Speed TP, White KP (2006). Expression profiling in primates reveals a rapid evolution of human transcription factors. Nature.

[B32] Voolstra C, Tautz D, Farbrother P, Eichinger L, Harr B (2007). Contrasting evolution of expression differences in the testis between species and subspecies of the house mouse. Genome Research.

[B33] Liao BY, Zhang JZ (2006). Evolutionary conservation of expression profiles between human and mouse orthologous genes. Molecular Biology and Evolution.

[B34] Sartor MA, Zorn AM, Schwanekamp JA, Halbleib D, Karyala S, Howell ML, Dean GE, Medvedovic M, Tomlinson CR (2006). A new method to remove hybridization bias for interspecies comparison of global gene expression profiles uncovers an association between mRNA sequence divergence and differential gene expression in Xenopus. Nucleic Acids Research.

[B35] Moehring AJ, Teeter KC, Noor MAF (2007). Genome-wide patterns of expression in Drosophila pure species and hybrid males. II. Examination of multiple-species hybridizations, platforms, and life cycle stages. Molecular Biology and Evolution.

[B36] Nieto-Diaz M, Pita-Thomas W, Nieto-Sampedro M (2007). Cross-species analysis of gene expression in non-model mammals: reproducibility of hybridization on high density oligonucleotide microarrays. Bmc Genomics.

[B37] Helms D, Panella L, Buddenhagen IW, Tucker CL, Gepts PL (1991). Registration of 'California Blackeye 46' cowpea. Crop Science.

[B38] Zhu HY, Choi HK, Cook DR, Shoemaker RC (2005). Bridging model and crop legumes through comparative genomics. Plant Physiology.

[B39] HarvEST:SoyChip. http://www.harvest-web.org.

[B40] Huang XQ, Madan A (1999). CAP3: A DNA sequence assembly program. Genome Research.

[B41] HarvEST:Cowpea. http://www.harvest-web.org.

[B42] Cowpea Genomics Initiative. http://cowpeagenomics.med.virginia.edu/.

[B43] Primer 3. http://frodo.wi.mit.edu/cgi-bin/primer3/primer3_www.cgi.

[B44] Sanger F, Nicklen S, Coulson AR (1977). DNA Sequencing with Chain-Terminating Inhibitors. Proceedings of the National Academy of Sciences of the United States of America.

[B45] Nicholas KB, Nicholas HBJ, Deerfield DW (1997). GeneDoc: analysis and visualization of genetic variation. EMBnet News.

# Supplementary material for: Detection and validation of single feature polymorphisms in cowpea (Vigna unguiculata L. Walp) using a soybean genome array
**Source:** BMC Genomics. 2008 Feb 28;9:107. doi: 10.1186/1471-2164-9-107
**Supplement:** Additional file 2 — Strategy for primer design. F is forward primer, R is reverse primer and solid line indicates SFP probe position.

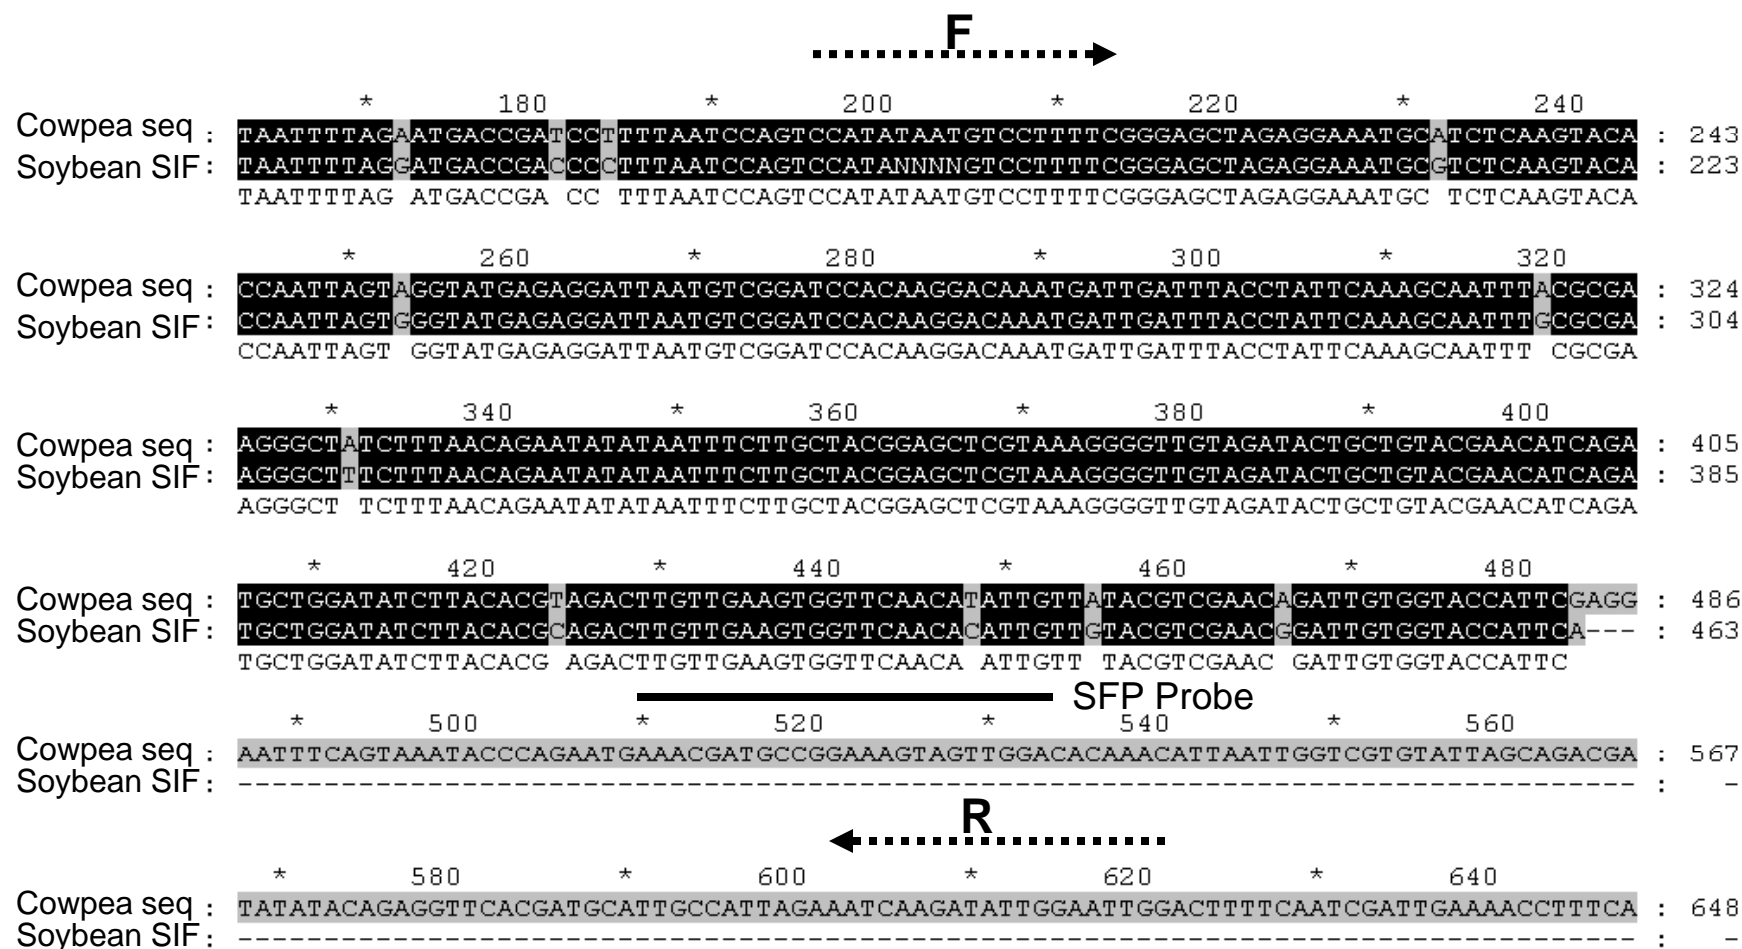

Additional File 2. Strategy for primer design. F is forward primer, R is reverse primer and solid line indicate SFP probe position.

How the deposited data were processed for this re-analysis (not part of the article)

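RNA from 8 cowpea samples was measured on Affymetrix soybean genome arrays, 1 array per sample. The samples covered 2 genotypes (CB46 and IT93K-503-1), unstressed and drought stressed plants, and 2 replicates of each. The Methods name growing axillary buds and the sample labels young trifoliate leaves. The authors extracted the data with GCOS 1.2 at default settings, with a global scaling factor of 500. The deposited values are signals of 61170 probe sets in the unit intensity on a linear scale, and on each array the mean without the lowest and highest 2% was near 500, as checked on the values. Intensities of individual probes and detection calls are not in the deposited table, so neither the RPP method nor the present calls could be repeated. The outlying scores and the marks of sequenced probes come from Additional file 1.

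Background on each array was the 95th percentile of the 23350 pathogen probe sets. Signals under 1 were raised to 1 before taking log2. The 11387 soybean probe sets above background on both arrays of at least 1 of the 4 groups were fitted in limma 3.58.1 under R 4.3.3, with 4 group means (4 residual degrees of freedom), empirical Bayes with a trend and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. Contrasts compared the genotypes within each treatment, the treatments within each genotype, and the interaction. Further fits compared 4 arrays against 4 with the other factor as a covariate. All contrasts, tests and alternatives named here were chosen before the data were examined, unless the text says otherwise. Every split of the 8 arrays into 4 and 4 that these fits allow, 34 in all, was also run. Fits were tested on simulated data with 200 changed probe sets among 11387. With 2 arrays per group, 4-fold changes between the genotypes were called in 10% of cases, 8-fold changes in 42% and 16-fold changes in 54%. With 4 arrays per treatment, the corresponding shares were 50%, 70% and 72%. Unchanged probe sets made up 1 of 54 simulated calls between the genotypes, 0 of 56 between the treatments in CB46 and 7 of 107 over both genotypes. Without any changed probe set, limma called 0 in the simulated data. The drought fit to the real data called far more than the 200 probe sets changed here, so these shares may not carry over to it. Replicates correlated on the log2 scale, across probe sets, at 0.870 in CB46 unstressed, 0.776 in CB46 stressed, 0.873 in IT93K-503-1 unstressed and 0.778 in IT93K-503-1 stressed plants. The deviations of replicates correlated between groups at -0.0107 to 0.0593, so equal replicate numbers do not pair the samples across all probe sets. With replicate number as a block, limma called 2258 probe sets for drought over both genotypes.

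Gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. Patterns for gene titles had been written in advance, but the annotation holds symbols only, so that 2 of these lists could be tested, for stress transcription factors and heat shock proteins. A further 13 lists of symbols, for photosynthesis, seed maturation, drought with osmolytes and ABA, chaperones with heat shock factors, antioxidants, aquaporins, cell wall, phenylpropanoids, jasmonate and storage, translation, reference genes, nodules and seed storage, were written after the annotation had been read and after the control probe sets had been seen, but before values of genes were looked up. Lists with fewer than 3 tested members were left out, and camera p-values were adjusted over 12 lists. Genes were named if they were among the 10 largest changes per direction that passed the threshold without overlap between the groups, among up to 4 members of each list with the smallest p, named by the paper, or among the 25 sequenced probe sets, whose table had been read before. For other genes the text says how they were chosen. Genes are named by their symbols, and probe sets without a symbol are described by their values. Folds against a group with no array above background are given as bounds from the background.

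The absolute genotype difference of SFP probe sets was compared with 10000 random lists in 20 bins of signal. Permutation tests were exact or used 100000 resamples, in scipy 1.17.1 with numpy 2.4.6 and pandas 2.3.3 under Python 3.11.15, and plots were drawn with matplotlib 3.10.9. Alternatives were the 99th percentile or either pathogen alone as background, quantile normalization, centring of each array, a pseudocount of 32, no filter, empirical Bayes without a trend, only the 4 arrays of a comparison, replicate number as a block, lowest scores in place of highest, and leaving out each array in turn. When an array was left out, the lone array of its group was assumed to vary like the other groups. A fit without the 2 arrays of fewest present calls and the counts by sequenced probe were added after the data had been seen.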

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

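The tests reported here, on other splits of the arrays, on calls kept after another scaling, on the control probe sets and on the pathogen probe sets, were chosen only after the results they bear on had been seen.

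The paper leaves the comparison of stressed with unstressed plants to another study, and the deposited signals hold large differences in it. Over both genotypes, limma called 2246 probe sets between stressed and unstressed plants, 771 higher and 1475 lower in stressed plants. Without IT93K-503-1 unstressed replicate 1 the count was 1485. In CB46 alone it was 1021 (329 higher, 692 lower) and in IT93K-503-1 alone 900 (242 higher, 658 lower). The CB46 count fell to 195 without CB46 unstressed replicate 1, 198 without CB46 unstressed replicate 2, 553 without CB46 stressed replicate 1, 628 without IT93K-503-1 unstressed replicate 1 and 663 without IT93K-503-1 unstressed replicate 2. The IT93K-503-1 count fell to 304 without IT93K-503-1 unstressed replicate 1, 266 without IT93K-503-1 unstressed replicate 2, 486 without IT93K-503-1 stressed replicate 2, 527 without CB46 unstressed replicate 1 and 531 without CB46 unstressed replicate 2. Both genotypes shared 147 higher calls, against 6.99 for independent calls, and 389 lower calls, against 40.0, and 0 probe sets were called by limma in opposite directions. The contrasts use the same estimate of the spread for each probe set, so these calls were not independent to begin with. The difference between the drought effects of the genotypes was called for 0 probe sets by limma, with 639 at an unadjusted p under 0.05. Across probe sets, 2799 (24.6%) had no overlap between the 4 stressed and the 4 unstressed arrays, against 2.86% by chance.

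The share of higher calls depended on the scaling. It was 34.3% over both genotypes with the authors' scaling, 44.7% after quantile normalization and 43.3% after centring each array. The median log2 difference of all tested probe sets was -0.14, -0.09 and -0.03 under these settings, and changes of genes are to be read against it.

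Signals of the poly-A controls (dap, lys, phe and thr), which are added to the RNA before labelling, separated the treatments. Their mean log2 signal was 12.90 ± 0.22 (SD, n = 4) in unstressed and 14.51 ± 0.45 (SD, n = 4) in stressed plants, a rise of 1.62, or 3.07-fold (exact permutation p = 0.0286, the smallest that 4 arrays against 4 allow). CB46 stressed replicate 1, at 15.19, lay far above the other stressed arrays by Dixon's test, in 1 of 24 groups of arrays tested, where chance gives about 1 group in 20. The hybridisation controls, added after labelling, rose by 0.36 (exact permutation p = 0.143).

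Of all 34 splits of the arrays into 4 and 4, only the split by treatment gave 2246 calls (1 split), and the highest count of the others was 0. The other splits leave the treatment difference in their residual, which lowers their counts. As 1 of 34 is the smallest share these splits can give, chance is argued against but not excluded. Of the 771 higher calls, 98.1% were still called higher after quantile normalization and 100% after centring, where 1013 and 1012 were called higher in all. The authors' scaling thus gave fewer higher calls than these settings. Both settings raised the median log2 difference, which favours higher calls, so their staying cannot decide whether scaling made them. Of the 1475 lower calls, 84% stayed called lower after quantile normalization and 89.5% after centring. Each of these settings brings the arrays to a like level, so the tables do not exclude that a lower share of mRNA in the RNA of stressed plants may raise signals. Of the higher calls, 12.1% exceeded the rise of the poly-A controls by more than 1 on the log2 scale, between the bounds set for the test. The rise of these controls itself was exceeded by 40.6% of the higher calls, whose median rise was 1.44. The test was at first set against the hybridisation controls, whose rise 53.3% of the higher calls exceeded by more than 1. For the lower calls, RNA quality stays open and cannot be told apart from drought, since the ratio of the 5′ to the middle actin control was at most 0.532 on the stressed arrays and at least 1.59 on the unstressed ones. The test also asked that the lower calls follow the rank order of this ratio within the 4 stressed arrays, which they did not (rank correlation 0.6). The paper states that the integrity of the RNA was checked before labelling, without giving values. A response to drought stays open too. The drought, osmolyte and ABA genes passed camera with the preset correlation but not with an estimated correlation (adjusted p = 0.336), and the test asked for both.

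Pathogen probe sets, which the paper does not analyse, were above background on all 8 arrays in 34 of 23350 cases, 22 for *Phytophthora sojae* and 12 for *Heterodera glycines*, against 9.12e-07 for independent arrays. All 8 arrays carry the same probes and were hybridized with cowpea RNA, so they are not independent and this gap is no test. The brightest, for *Heterodera glycines*, had a signal of 31796 ± 5931 (SD, n = 4) in unstressed and 14768 ± 1804 (SD, n = 4) in stressed plants. RNA of *Phytophthora sojae* is argued against by its actin control probe sets, of whose 32 values 0 (0.0%) were above background, with a highest signal of 471. RNA of *Heterodera glycines* stays open, since 11 of 72 values (15.3%) of its control probe sets were above background, between the bounds set for the test. Probes that match other transcripts are a candidate explanation, since 29.4% of the 34 carried the suffixes for shared or mixed probes, against 8.24% of the other pathogen probe sets (two-sided Fisher's exact p = 3e-04).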

How the results depend on the processing

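The fits without both arrays of fewest present calls (6 arrays) and the counts by sequenced probe were chosen after seeing the data. Of 196 alternatives to 26 summary results, 150 gave the same outcome, 2 crossed the test's threshold, 44 moved a count by more than 1.5 times and 0 reversed a direction. Most of these results are counts or medians of absolute differences, which have no direction to reverse. Of 760 alternatives to 47 results of single probe sets, 658 kept the sign and stayed on the same side of the threshold. A further 98 kept the sign but lost the call, and 4 changed the sign of a difference that had not been called. Drought accounts for 35 of these results. Of their 559 alternatives, 524 kept the sign and the side of the threshold, 34 lost the call and 1 changed the sign of a difference that had not been called. The interaction stayed at 0 calls by limma in all alternatives run (639 at an unadjusted p under 0.05 with the authors' scaling).

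The genotype difference in unstressed plants (5 calls) gave 8 without a filter, 0 with limma's empirical Bayes without a trend (639 unadjusted with the trend), 1 with replicate number as a block and 2 with 6 arrays, and 0 to 2 with 1 array left out. In stressed plants (0 calls by limma, 1119 unadjusted) it gave 1 after quantile normalization, 1 after centring, 10 without a filter, 24 without a trend and 62 with 6 arrays, and 0 to 112 with 1 array left out. Over both treatments (3 calls) it gave 5 after quantile normalization and 15 without a filter, and 1 to 3 with 1 array left out.

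The drought effect in CB46 (1021 calls) gave 422 without a trend and 643 with only the 4 arrays of the comparison, and 195 to 1370 with 1 array left out. In IT93K-503-1 (900 calls) it gave 268 without a trend, and 266 to 1080 with 1 array left out. Over both genotypes (2246 calls) it gave 1447 with 6 arrays, and 1485 to 2186 with 1 array left out. Leaving out arrays leaves fewer samples to the test and also changes which probe sets are tested, and some counts rose with arrays left out. The cause was not tested for any of the alternatives. The number of gene lists called in CB46 rose from 2 to 4 with replicate number as a block, and the cause was not tested.

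The share of soybean probe sets above background differed between the treatments by -2.83 to -1.39 percentage points with 1 array left out, and -2.83, without IT93K-503-1 stressed replicate 1, passed the test (exact permutation p = 0.0286). The share of sequenced probe sets with a polymorphism was higher in both lists than in 1 list by 8.09 percentage points by probe set (Fisher's exact p = 1.0) and by 40.9 by sequenced probe (p = 0.0421). The cause was not tested. Probe sets below background on every array of a group allow bounds only.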

Differences from the paper's values

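The paper counts 8 sequenced SFP probe sets with a polymorphism among those outside the intersection of the lists. In Additional file 1, 5 were found in probe sets listed in 1 treatment only. No alternative set before the data were examined applies to this count. Counted by the sequenced probe, a definition chosen after seeing the values, the count is 7, within 1.5 times the paper's, and the total of 17 with a polymorphism stays.

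The paper's counts make the share with a polymorphism lower in the intersection of the lists than outside it, a comparison that the paper does not draw. By probe set the share was 70.6% (12 of 17) in both lists and 62.5% (5 of 8) in 1 list, and by the sequenced probe it was 90.9% (10 of 11) and 50.0% (7 of 14).

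The total of 17 of 25 with a polymorphism is the same here as in the paper.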

Other observations

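All tests of gene lists by symbol and the comparison of SFP lists matched on the size of the difference were chosen after the annotation or the values had been seen.

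In stressed plants, the seed maturation protein gene PM30, in 1 of its probe sets, rose from 395 ± 311 (SD, n = 4, 1 array above background) to 28675 ± 20933 (SD, n = 4, all above background), with an adjusted p of 5.18e-05 from limma. NAC27 was at least 9.23-fold higher and NAC26 at least 6.99-fold higher, each with no unstressed array above background. MIPS, for the synthesis of myo-inositol phosphate, rose in the probe set of the larger change from 17411 ± 6117 to 145241 ± 92060 (SD, n = 4 each), by 2.94 (standard error 0.38, adjusted p = 4.14e-04). MIPS4 rose by 1.65, the catalase gene CAT4 by 1.56 in 1 of its probe sets and BZIP37 by 1.55. The CAT4 probe set in the paper's SFP lists had signals of 20571.8 and 33678.1 in unstressed and 30772.5 and 56148.9 in stressed CB46. In IT93K-503-1 they were 71687.9 and 83344.4 in unstressed and 134849 and 64649.7 in stressed plants, so the treatments overlapped in both genotypes. Of 14 drought, osmolyte and ABA probe sets, 4 were higher and 0 lower by limma (6 higher and 1 lower when adjusted over the list alone), with a median of 0.98 (camera, adjusted p = 0.00367, and 0.336 with an estimated correlation). Stress transcription factors had 11 higher and 4 lower of 84 (10 and 2 when adjusted over the list alone), with a median of 0.32 (adjusted p = 0.00804, and 0.288 with an estimated correlation), and seed maturation had 2 higher of 6 (also 2 over the list alone), with a median of 0.92 (adjusted p = 0.00804, and 0.336 with an estimated correlation). Members of these lists are probe sets, and several can belong to 1 gene. The 14 drought probe sets stand for 11 genes, the 84 for 67 and the 6 for 3, and both higher seed maturation calls are PM30. The higher drought calls include both probe sets of MIPS and that of MIPS4. The 5 heat shock probe sets had none called and a median of 1.19 (adjusted p = 0.212, and 0.00737 with replicate number as a block, or 0.278 with the block and an estimated correlation). HSP90A1, singled out after its values had been seen, had a higher signal in replicate 1 than in replicate 2 of all 4 groups, at 39146 against 2327 in unstressed CB46, 217774 against 13113 in stressed CB46, 19325 against 2746 in unstressed IT93K-503-1 and 162461 against 23223 in stressed IT93K-503-1.

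For genes with several tested probe sets, the values are those of 1 of them unless stated. The protein disulfide isomerase gene PDIL-2 fell from 35144 ± 12445 to 3221 ± 848 (SD, n = 4 each), a log2 difference of -3.43 (standard error 0.23, adjusted p = 1.12e-05 from limma), and PDIM-1 changed by -2.49. The aquaporin gene PIP1-10 fell from 131866 ± 35440 to 25851 ± 19161 (SD, n = 4 each), a log2 difference of -2.56 (adjusted p = 0.00138), and PIP2-1 was at least 2.80-fold lower, with no stressed array above background. The expansin gene EXP2 fell, in 1 of its probe sets, from 6180 ± 541 (SD, n = 4) to 1240 ± 1245 (SD, n = 4, 2 arrays above background), with an adjusted p of 0.0055 from limma, and UGD1 changed by -1.41. GAPC1 changed by -2.04, TUBB by -1.80, RPS13 by -2.10 and -1.76 in its probe sets, EF1BGAMMA4 by -1.40 and GSA1 by -2.21. Of 11 cell wall probe sets, 3 were lower and 0 higher by limma (7 and 0 when adjusted over the list alone), with a median of -1.09 (camera, adjusted p = 0.0126, and 0.336 with an estimated correlation). Translation genes had 3 lower of 9 probe sets (median -0.71, adjusted p = 0.0842, which did not pass the test). The 11 cell wall probe sets stand for 5 genes and the 9 for translation for 5 genes, so members of a list are not independent. Aquaporins (2 higher and 3 lower of 17, adjusted p = 0.988), chaperones with heat shock factors (1 and 3 of 15, adjusted p = 0.752), photosynthesis (2 and 3 of 20, adjusted p = 0.808), antioxidants (2 and 0 of 19, adjusted p = 0.597), reference genes (0 and 2 of 9, adjusted p = 0.213) and phenylpropanoids (0 and 1 of 13, adjusted p = 0.988) did not pass the test as lists. The higher call in the list of chaperones is HSF-01, a heat shock factor and not a chaperone.

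Large changes also lay in probe sets whose only symbol is a locus number. LOC100815038 was at least 76.0-fold higher in stressed plants, and LOC100808320 rose by 5.72 on the log2 scale. LOC548079 fell from 40972 to 1493 in mean signal, a log2 difference of -4.83 (adjusted p = 1.4e-06 from limma). The same arrays differed in their controls, with the actin control at 38019 ± 7170 in unstressed and 3529 ± 1379 in stressed plants at its 5′ probe set (SD, n = 4 each), and 20817 ± 2853 and 8043 ± 1624 at its middle probe set.

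By genotype over both treatments, limma called 3 probe sets, 2 higher and 1 lower in CB46. LOC100499843 differed by 2.87 (adjusted p = 0.00152) and LOC100785706 by -2.84 (adjusted p = 0.0164), while a probe set without a symbol (adjusted p = 0.0364) was above background on all 4 CB46 arrays and on no IT93K-503-1 array. Of 34 splits of the arrays, 2, the real one included, gave at least the real 3 calls, and the other gave 5, so chance is not excluded. Leaving out 1 array left 1 to 3 calls, with 1 call without each unstressed CB46 replicate, IT93K-503-1 unstressed replicate 1, IT93K-503-1 stressed replicate 1 or CB46 stressed replicate 2.

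SFP probe sets differed more between the genotypes than other probe sets of like signal. Selection of chance differences between arrays stays open for both lists. Of the 278 probe sets found in the stressed list only, 64.4% had a genotype difference of the same sign on the unstressed arrays, above 98.2% of the random lists matched in signal, but above only 82.8% of random lists matched on the size of the difference. The test set beforehand used signal alone, which leaves out the size of the difference (the random lists matched on it had a median of 61.5%, against 58.3% for those matched in signal). For the unstressed list the share was 48.6% of 370, below the central 95% of the random lists matched in signal (53.5% to 62.7%). Random lists matched on the size of the difference had a median of 60.0%. A sequence polymorphism under the probes may lower the signal of whole probe sets, but the difference between sequenced probe sets with and without a polymorphism did not pass the test (permutation p = 0.366), with 8 probe sets in the smaller group.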
